# Lack of NPR1 Increases Vascular Endothelial Adhesion through Induction of Integrin Beta 4

**DOI:** 10.3390/ijms232012627

**Published:** 2022-10-20

**Authors:** Hongfei Liu, Jiankun Liu, Changkun Long, Liping Chen, Wenxing Zhan, Wanli Xiao, Xueting Gong, Man Liu, Xiao-Li Tian, Shenghan Chen

**Keywords:** cell adhesion, endothelial cells, integrin beta 4, NPR1

## Abstract

Natriuretic peptide receptor 1 (NPR1) serves as a modulator of vascular endothelial homeostasis. Interactions between monocytes and endothelial cells may initiate endothelium dysfunction, which is known as an early hallmark of atherosclerosis. In this study, we performed RNA-sequencing analysis for the aorta of *Npr1* knockout (*Npr1^+/−^*) mice and found that differentially expressed genes were significantly related to cell adhesion. This result was supported by an increased expression of intercellular adhesion molecule 1 (ICAM-1) in the aortic endothelium of *Npr1^+/−^* mice. Moreover, we observed that the knockdown of *NPR1* increased ICAM-1 expression and promoted THP-1 monocyte adhesion to human umbilical vein endothelial cells (HUVECs). *NPR1* overexpression decreased ICAM-1 expression and inhibited the adhesion of monocytes to HUVECs treated by TNF-α (a cell adhesion inducer). Further analysis showed that adhesion-related genes were enriched in the focal adhesion signaling pathway, in which integrin beta 4 (*Itgb4*) was determined as a key gene. Notably, ITGB4 expression increased in vascular endothelium of *Npr1^+/−^* mice and in *NPR1*-knockdown HUVECs. The deficiency of ITGB4 decreased ICAM-1 expression and attenuated monocyte adhesion to *NPR1*-knockdown endothelial cells. Additionally, a reduced NPR1 and an increased ITGB4 expression level were found in an atherosclerosis mouse model. In conclusion, our findings demonstrate that NPR1 deficiency increases vascular endothelial cell adhesion by stimulating ITGB4 expression, which may contribute to the development of atherosclerosis.

## 1. Introduction

Vascular endothelium is a single layer of endothelial cell lining of blood vessels, which plays a critical role in maintaining vascular homeostasis [1,2]. Impairment of the endothelium leads to an increase in leukocyte adhesion, endothelial permeability, and inflammatory cytokines, in which the adhesion of monocytes to the endothelium is recognized as an early stage of atherosclerosis [3,4,5]. Atherosclerosis is associated with myocardial infarction, coronary artery disease, stroke, and peripheral vascular disease [6]. Genetic elements are of importance for the elevated risk of atherosclerosis and many genes have been implicated in the initiation and progression of atherosclerosis [7,8], including integrin beta 4 (*ITGB4*) [9], intercellular adhesion molecule-1 (*ICAM-1*) [10], and natriuretic peptide receptor 1 (*NPR1*) [11]. ITGB4 is one of the cell surface laminin receptors that is detected in vascular endothelial cells [12,13]. ITGB4 is indispensable for adhesion, proliferation, apoptosis, and senescence, which are important factors in the development of atherosclerosis [9]. An elevated ITGB4 level has been found in mice with atherosclerosis [14]. Likewise, upregulation of ICAM-1 is a feature of endothelial dysfunction [15]. ICAM-1 expression increased with endothelial cell activation, which promotes the recruitment and adhesion of circulating leukocytes to the vessel wall [16]. ICAM-1 is also considered as a marker of pre-clinical atherosclerosis [10]. Increased ICAM-1 expression in vascular endothelial cell promotes leukocyte–endothelial cell adhesion [17,18,19]. Moreover, atrial natriuretic peptide (ANP) reduces the expression of ICAM-1 [20]. NPR1 is a transmembrane receptor that is activated by ANP or B-type natriuretic peptide to synthesize cyclic guanosine monophosphate (cGMP) [21,22]. A lack of NPR1 results in high blood pressure and hypertensive heart disease [21]. Importantly, hypertension is associated with endothelial dysfunction, which increases the susceptibility to atherosclerosis [23]. A study shows that ANP-NPR1-cGMP cascade may be involved in the prevention of increased arterial endothelial cell permeability and atherogenesis [24]. *Npr1*-deficient mice on an apolipoprotein E (*Apoe*) knockout background exhibit more severe atherosclerotic lesion compared with mice with *Apoe*-knockout only [11]. To date, the underlying mechanism of NPR1 on the process of atherosclerosis remains undetermined. 

Very recently, we reported that NPR1 is essential to regulate endothelial cell senescence and vascular aging [25]. Subsequently, we performed RNA-sequencing analysis for the aorta of *Npr1* knockout (*Npr1^+/−^*) mice to search for novel genes associated with vascular aging. Interestingly, we found that the differentially expressed genes (DEGs) were significantly enriched in the signal pathway related to cell adhesion. Therefore, in this study, we investigated the effect of NPR1 on cell adhesion at the cellular level and in the different mouse models. We demonstrate that NPR1 participates in modulating monocyte–endothelial cell adhesion.

## 2. Results

### 2.1. NPR1 Deficiency Increases Vascular Endothelial Cell Adhesion

In *Npr1^+/−^* mice, a decreased NPR1 expression in the aorta, especially in the endothelium, was confirmed by immunofluorescent staining (Figure 1A). We next performed RNA-sequencing analysis for the aorta of *Npr1^+/−^* and wild type (WT) mice. 

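RNA of the whole aorta from male mice was sequenced in 3 libraries of WT and 3 libraries of *Npr1+/-* mice, numbered 1 to 3 within each genotype. *Npr1+/-* mice carry 1 disrupted copy of *Npr1*, the gene of the receptor for atrial and brain natriuretic peptide. The authors filtered the reads with SOAPnuke, aligned them to a reference set of coding genes with Bowtie2 and estimated the expression of each gene with RSEM, which divides a read that fits several genes or transcripts between them. The deposited values are the estimated counts and the FPKM of 18191 genes, listed by NCBI gene identifier. The estimated counts summed to 13510970, 15854447 and 16664343 in the WT libraries and to 14459805, 15964136 and 15316466 in the *Npr1+/-* libraries, so that 3 counts, the smallest signal considered, correspond to between 0.184 and 0.223 CPM (counts scaled by the size of the library). The 10 genes with the most counts took between 5.82% and 9.51% of a library. For the comparisons, the estimated counts were rounded to whole numbers and scaled between libraries by the TMM method of edgeR, and the 13938 genes that passed edgeR's filter on low counts were tested.

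*Npr1* (NCBI gene 18160) lies on chromosome 3 of GRCm38 from 90450591 to 90465866, on the minus strand. Its FPKM was 112.43, 153.33 and 151.51 in WT 1 to 3 and 70.35, 109.92 and 132.95 in *Npr1+/-* 1 to 3. In CPM normalized between libraries, it was 567 ± 91.5 (SD, n = 3) in WT and 422 ± 116 (SD, n = 3) in *Npr1+/-* mice, which is 74.4% of the WT mean. The groups overlapped, since *Npr1+/-* 3 was above WT 1 (exact two-sided permutation test of the log2 values, p = 0.2, where the smallest p that 3 libraries against 3 allow is 0.1). The log2 fold change was -0.41 (standard error 0.27, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Within each replicate number the *Npr1+/-* library was lower, at 63.7%, 74.0% and 82.8% of the WT library with the same number. With the replicate number as a block, the log2 fold change was -0.44 (standard error 0.15, unadjusted p = 0.0221 and adjusted p = 0.311 from edgeR's quasi-likelihood test).

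The replicate numbers were checked by the deviation of each library from its genotype's mean across genes. These deviations correlated at 0.64, 0.39 and 0.23 between the WT and *Npr1+/-* libraries numbered 1, 2 and 3, while the 6 pairs with different numbers ranged from -0.58 to 0.45 with a median of -0.43. The highest of these 6 was above the values for the numbers 2 and 3. Deviations sum to 0 within a genotype, so that negative values partly follow from the positive value for number 1. The check shows a shift shared by the libraries numbered 1, and leaves the pairing by the numbers 2 and 3 open. The first principal component held 59.3% of the variance and set both libraries numbered 1 apart from the other 4. Results with the replicate number as a block are therefore given beside those without it. *Ddx3y*, a gene of the Y chromosome, had between 76.5 and 106 CPM in the 6 libraries.

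**Figure D1:**
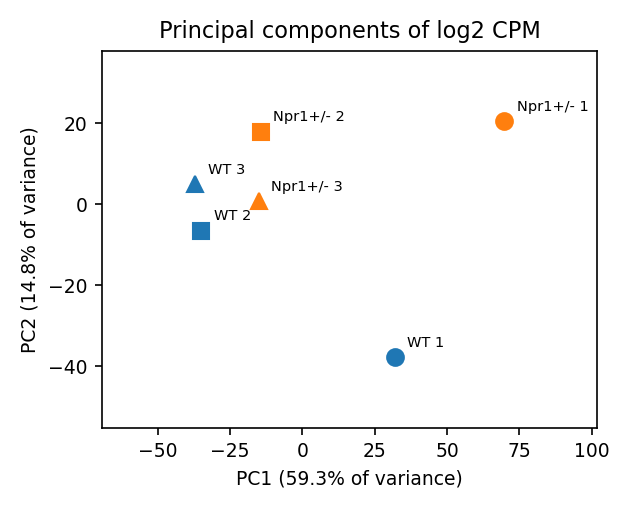
First and second principal components of the log2 CPM of the tested genes, in arbitrary units, with 1 point per library, WT in blue and *Npr1+/-* in orange, and the replicate number as the marker's shape. WT 1 and *Npr1+/-* 1 lie at 31.9 and 69.8 on the first component, and the other 4 libraries lie below 0.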

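With a threshold of 0.05 on the adjusted p and of 0.5 on the absolute log2 fold change, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of the 13938 genes between *Npr1+/-* and WT aortas. The smallest adjusted p was 0.592, for *Pkn3*, and 412 genes had an unadjusted p under 0.05, where 697 would be found with no difference between the groups. With the replicate number as a block, 0 genes were again called, the smallest adjusted p was 0.0664, and 1735 genes had an unadjusted p under 0.05. DESeq2, which tested 18033 genes on the same counts and thresholds, called 15 genes, of which 14 were higher and 1 was lower in *Npr1+/-* aortas. The 15 genes had the values of all 3 *Npr1+/-* libraries on one side of the 3 WT libraries. They were selected for a difference between the genotypes in the same libraries, so that this separation is no further support for the calls. The 15 genes include 4 copies of the chemokine gene Ccl21 with identical counts, which count as 1 measurement, so that 12 distinct sets of counts were called. DESeq2 with the replicate number as a block, chosen after the data were seen, called 268 genes, 177 higher and 91 lower. The setting that moved the number most was also chosen after the data were seen. When the counts of the 3 libraries of each genotype were summed and the sums compared by an exact Poisson test, which leaves out the spread between mice, 2035 genes passed both thresholds, of which 1451 were higher and 584 were lower in *Npr1+/-* aortas. This was 1 of 6 versions of summed counts tried after the data were seen, and the 5 others, with a filter on low counts or with a small dispersion in place of the Poisson test, gave between 705 and 1899 genes. Without the library *Npr1+/-* 1, the Poisson test of summed counts gave 1172 genes, of which 555 were higher and 617 were lower.

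**Figure D2:**
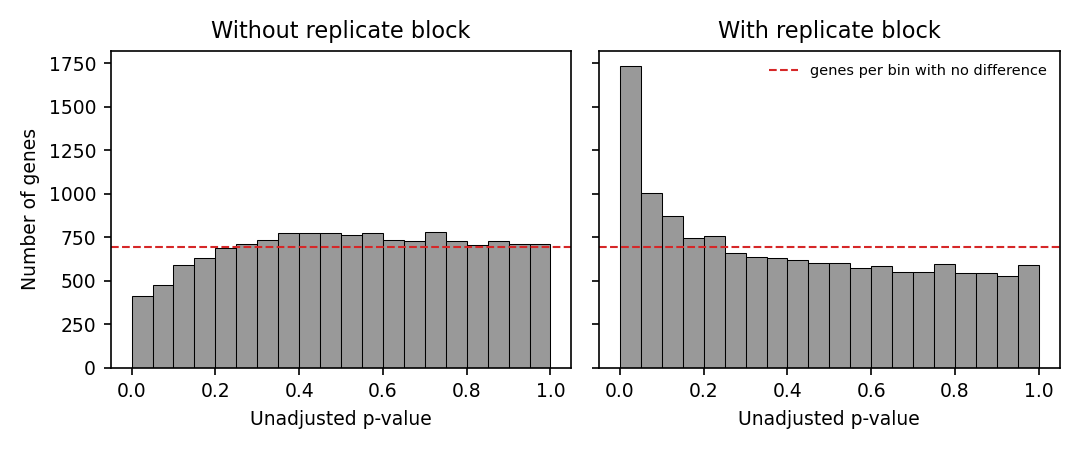
Histograms of the unadjusted p-values of edgeR's quasi-likelihood test over the tested genes, in bins of width 0.05, without the replicate block on the left and with it on the right, and a dashed line at the number of genes per bin with no difference. The first bin holds 412 genes without the block and 1735 with it.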

A total of 2184 DEGs (|log2 fold change| ≥ 0.5, q value < 0.05) was found (Figure 1B). 

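The annotation of genes to biological processes was taken from the mouse Reactome gene sets, and families of genes were collected by their symbols. Since 0 genes were called by edgeR, a one-sided Fisher's exact test of the called genes found 0 enriched sets, 0 enriched adhesion sets and 0 enriched families. The ranking of all tested genes was then compared with each of the 863 sets of 10 to 500 genes by limma's camera. This gene set test was run with an assumed correlation between genes of 0.01. A stronger correlation is not allowed for, so that the p-values of camera can be too small. In other groupings of the libraries that part all same-numbered pairs, camera called up to 35 sets, and up to 67 with the replicate block. Between the genotypes, camera called 47 sets at an adjusted p under 0.05 after Benjamini-Hochberg adjustment, of which 3 were among the adhesion sets, and 88 sets with the replicate number as a block, of which 5 were. Without the block, the set with the smallest adjusted p was that of rhodopsin-like receptors (152 genes, 104 of them higher in *Npr1+/-* aortas, median log2 fold change 0.26, adjusted p = 2.73e-06 by limma's camera and 2.25e-05 with the block, where it was at rank 10). With the block, the first set was the citric acid cycle and respiratory electron transport (121 genes, 105 of them higher, adjusted p = 2.06e-11 by limma's camera, and 0.0205 without the block). It was lower without WT replicate 2 or without *Npr1+/-* replicate 1, with adjusted p of 0.883 and 0.124 from limma's camera. It did not pass the threshold without WT replicate 3 (0.768), without a filter on low counts (0.0715) or with a correction for GC content and length (0.219). With this correction and the block together it passed (adjusted p = 5.58e-09 by limma's camera). Without WT replicate 2 or *Npr1+/-* replicate 1, the difference in brown adipocyte markers (mean log2 CPM) also changed sign, from 0.38 to -0.12 and -0.18. Attached fat is therefore not excluded for the citric acid cycle set. The set of rhodopsin-like receptors includes the 4 copies of Ccl21, and without them its adjusted p from limma's camera was 0.000455, and 0.000797 with the block. Genes of elastic fibre formation were lower (35 genes, 10 of them higher, median log2 fold change -0.34, adjusted p = 0.000198 by limma's camera and 4.12e-07 with the block). Across all tested genes the median log2 fold change was 0.01. With each library left out in turn, the number of sets ranged from 9 without WT replicate 3 to 115 without WT replicate 1. Without WT replicate 1 all 47 sets were still called, and 5 of the 47 were called without *Npr1+/-* replicate 1, 7 without WT replicate 3 and 10 without WT replicate 2. Without *Npr1+/-* replicate 2 or 3, 36 and 47 of them were called.

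Summed counts leave out the spread between mice, so that Fisher's exact test on the genes they call does not test the genotype. It describes the list of called genes only. The 2035 genes called from summed counts, a setting chosen after the data were seen, gave 18 enriched Reactome sets by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment. The first was the neuronal system, with 64 of its 253 genes called where 30.7 would be found by chance (adjusted p = 1.98e-06 by Fisher's exact test). Rhodopsin-like receptors were at rank 2 with 67 of 272 genes (adjusted p = 1.98e-06 by the same exact test), and potassium channels at rank 7 with 27 of 96 genes (adjusted p = 0.00195 by the same exact test). Extracellular matrix organization had 46 of 239 genes called where 29.0 would be found by chance (adjusted p = 0.0436 by the same exact test). In the library *Npr1+/-* 1 the mean log2 CPM of 11 marker genes of neurons was 5.11, and it was at most -0.45 in the other 5 libraries. Without that library, 22 genes of the neuronal system, 9 potassium channel genes and 27 genes of extracellular matrix organization were called, with adjusted p of 1, 1 and 0.367 from the same Fisher's exact test. Other sets were called without it. Rhodopsin-like receptors had 51 genes called (adjusted p = 1.34e-08 by Fisher's exact test). Integrin cell surface interactions, with 20 of 80 genes called from all libraries (adjusted p = 0.0508 by Fisher's exact test), had 16 genes called without the library (adjusted p = 0.0107 by the same exact test). Of the 27 integrin genes, 7 were called from all libraries and 8 without that library (adjusted p = 0.0450 and 0.0029 by Fisher's exact test over the gene families). The test leaves out direction, and of the 23 integrin genes tested by edgeR 5 were higher in *Npr1+/-* aortas. In all, 7 families were enriched from all libraries and 2, integrins and solute carriers, without that library. Protocadherins and thrombospondins went from adjusted p of 0.0052 and 0.0104 to 0.207 and 0.0945 by the same exact test. Of the contactin genes, 4 were called from all libraries and 0 without it.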

Gene Ontology (GO) biological process annotation showed that these DEGs were highly related to cell adhesion among the top 10 signaling pathways (Figure 1C). Supportively, immunofluorescent staining showed an increased expression of ICAM-1 (an adhesion marker) in the aortic endothelium of *Npr1^+/−^* mice compared with that of WT (Figure 1D), suggesting that NPR1 may be associated with endothelial cell adhesion. 

### 2.2. Endothelial Cell Adhesion Is Enhanced by Knockdown of NPR1 but Reduced by Overexpression of NPR1

To test our hypothesis, we carried out monocyte–endothelial cell adhesion assay in *NPR1*-knockdown or -overexpressed human umbilical vein endothelial cells (HUVECs). Western blot analysis showed a reduction in NPR1 protein levels in HUVECs transfected with two sets of siRNAs (si*NPR1*-1 and si*NPR1*-2), compared with the non-targeting control siRNA (Figure 2A). The level of cGMP was decreased in *NPR1*-knockdown HUVECs (Figure 2B). Subsequently, we observed that the adhesion of monocytes (THP-1) to HUVEC was enhanced in the cells with *NPR1* knockdown, without differences of endothelial cell density on brightfield and FITC microscopy (Figure 2C), indicating that increased monocyte adhesion by the knockdown of *NPR1* is not due to an increase in cell number. Additionally, the knockdown of *NPR1* enhanced the expression of ICAM-1 in HUVECs (Figure 2D). Moreover, the overexpression of *NPR1* (Figure 2E) increased the cGMP level (Figure 2F) and inhibited monocyte adhesion in HUVECs with treatment of TNF-α, a cell adhesion inducer [26] (Figure 2G). ICAM-1 expression was inhibited by overexpression of *NPR1* in HUVECs treated with TNF-α (Figure 2H). All of these results indicate that NPR1 is involved in modulating vascular endothelial cell adhesion.

### 2.3. Integrin Beta 4 (Itgb4) Is Identified as a Key Gene Related to Focal Adhesion under NPR1 Deficiency 

To address how NPR1 regulates vascular endothelial adhesion, we further performed Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis on cell-adhesion-related genes. We found that these genes were enriched in pathways linked to focal adhesion, ECM–receptor interaction, cell adhesion molecules, PI3K-Akt signaling pathway, and cardiomyopathy. 

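The gene sets nearest to these pathways among the Reactome sets were compared between *Npr1+/-* and WT aortas by limma's camera, and the p-values below are Benjamini-Hochberg adjusted over all sets tested. The 196 tested genes of extracellular matrix organization were lower as a set in *Npr1+/-* aortas, with a median log2 fold change of -0.15 and 68 genes higher (adjusted p = 0.0199 by limma's camera, and 0.000432 with the replicate number as a block). Interactions of membrane proteins other than integrins with the matrix were lower as well (48 genes, median log2 fold change -0.22, adjusted p = 0.0199 by limma's camera, and 0.000507 with the block). For the 68 genes of integrin cell surface interactions, the median log2 fold change was -0.22 with 22 genes higher (adjusted p = 0.0989 by limma's camera without the block and 0.00194 with it). The 28 genes of NCAM1 interactions, the neural cell adhesion molecule, had a median log2 fold change of -0.27 (adjusted p = 0.00381 by limma's camera, and 2.43e-05 with the block). Cell-extracellular matrix interactions (18 genes, 3 of them higher, median log2 fold change -0.14) passed the threshold with the block but not without it (adjusted p = 0.0246 and 0.220 by limma's camera). Laminin interactions, adherens junctions and cell-cell junction organization did not pass the threshold with or without the block (adjusted p between 0.194 and 0.984). Extracellular matrix organization, the interactions of other membrane proteins and NCAM1 interactions did not pass the threshold without *Npr1+/-* replicate 1 (adjusted p of 0.886, 0.94 and 0.767 by limma's camera), without WT replicate 2 (0.266, 0.226 and 0.0847) and without WT replicate 3 (0.136, 0.553 and 0.0814). They passed without each of the other libraries.

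By gene family, 5 of the 23 tested integrin genes and 11 of the 35 tested collagen genes had a positive log2 fold change, and the family medians were -0.30 and -0.25. With DESeq2's size factors in place of the TMM method the medians were -0.29 and -0.24, and with the replicate block they were -0.34 and -0.23. At an unadjusted p under 0.05 from edgeR's quasi-likelihood test without the block, 1 integrin gene and 1 collagen gene were found. The numbers with the block are not given here, but the collagen genes *Col6a6* and *Col6a5* both passed with it (unadjusted p = 0.00354 and 0.0135 from the same test).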

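The 7 genes plotted in Figure 3B are *Tnr*, *Parvg*, *Col6a6*, *Col6a5*, *Thbs4*, *Vtn* and *Itgb4*. At an adjusted p under 0.05 over all tested genes and an absolute log2 fold change of at least 1, 0 of the 7 genes were called by edgeR's quasi-likelihood test, with or without the replicate number as a block. *Thbs4* did not pass the filter on low counts. When the p-values were adjusted over the other 6 genes alone, 4 passed, which were *Itgb4*, *Col6a6*, *Vtn* and *Parvg*, although a list drawn from the same data shows no stability by this. With DESeq2 and the replicate block, chosen after the data were seen, *Itgb4* and *Tnr* were called.

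*Col6a6* (NCBI gene 245026, chromosome 9 of GRCm38 from 105687809 to 105828160) was the only one of the 7 that was lower in *Npr1+/-* aortas. Its FPKM was 1.46 ± 0.396 (SD, n = 3) in WT and 0.673 ± 0.146 (SD, n = 3) in *Npr1+/-* aortas, without overlap. The log2 fold change was -1.09 (standard error 0.28, unadjusted p = 0.00676 and adjusted p = 0.999 from edgeR's quasi-likelihood test), and between -1.30 and -0.94 with each library left out in turn. The neighboring gene *Col6a5* (NCBI gene 665033, chromosome 9 from 105856078 to 105960643) had an FPKM of 0.18, 0.02 and 0.08 in WT 1 to 3 and of 0.81, 0.33 and 0.10 in *Npr1+/-* 1 to 3, so that the groups overlapped. *Tnr* (NCBI gene 21960, chromosome 1 from 159523769 to 159931729) overlapped as well, with an FPKM of 0.04, 0.43 and 0.19 in WT 1 to 3 and of 0.59, 1.15 and 0.39 in *Npr1+/-* 1 to 3. Both *Col6a5* and *Tnr* were higher in the *Npr1+/-* library of each replicate number.

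*Vtn* (NCBI gene 22370, chromosome 11 from 78499091 to 78502324) and *Parvg* (NCBI gene 64099, chromosome 15 from 84324026 to 84342978) were higher in all 3 *Npr1+/-* libraries than in any WT library. The FPKM of *Vtn* was 0.787 ± 0.351 (SD, n = 3) in WT and 2.41 ± 1.70 (SD, n = 3) in *Npr1+/-* aortas, where *Npr1+/-* 1 reached 4.37 and the other libraries of the genotype 1.44 and 1.43. That of *Parvg* was 0.187 ± 0.150 (SD, n = 3) in WT and 0.520 ± 0.130 (SD, n = 3) in *Npr1+/-* aortas. *Thbs4* (NCBI gene 21828, chromosome 13 from 92751590 to 92794818) had an FPKM of 0.02, 0.69 and 0.04 in WT 1 to 3 and of 1.80, 0.04 and 0.16 in *Npr1+/-* 1 to 3. Its difference was within the spread between libraries (exact two-sided permutation test, p = 0.5), and the mean of each genotype rested on 1 library.

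With the replicate number as a block, the log2 fold changes of *Col6a6*, *Col6a5*, *Tnr*, *Vtn* and *Parvg* were -1.08, 2.04, 1.84, 1.52 and 1.64, against -1.09, 2.17, 1.69, 1.65 and 1.53 without it. Their unadjusted p from edgeR's quasi-likelihood test were 0.00354, 0.0135, 0.00645, 0.00202 and 0.0127 with the block, against 0.00676, 0.0579, 0.0661, 0.0279 and 0.0313 without it. Their adjusted p with the block lay between 0.143 and 0.264 from the same edgeR test. The genes other than *Col6a6* moved more when each library was left out in turn, without the block. The log2 fold change ranged from 1.19 to 2.985 for *Col6a5* and from 1.17 to 2.55 for *Tnr*. It ranged from 0.85 to 2.05 for *Vtn* and from 1.20 to 2.34 for *Parvg*.

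**Figure D3:**
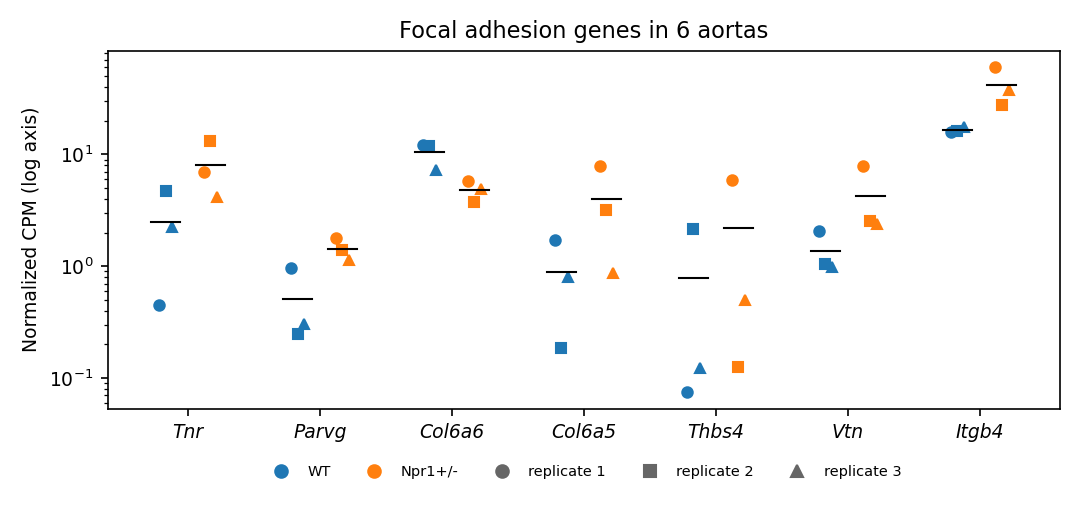
Normalized CPM, on a log axis, of the 7 genes in each library, with WT in blue, *Npr1+/-* in orange, the replicate number as the marker's shape and a line at the mean of each genotype. The genotypes do not overlap for *Parvg*, *Col6a6*, *Vtn* and *Itgb4*, and overlap for *Tnr*, *Col6a5* and *Thbs4*.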

Among them, focal adhesion was the one with most significant change (Figure 3A), in which seven genes were screened out (|log2 fold change| ≥ 1, q value < 0.05) (Figure 1B and Figure 3B). Gene interaction network analysis identified *Itgb4* as a key node gene in the signaling network (Figure 3C). Through immunofluorescent staining, we found that ITGB4 expression level was higher in the aorta, especially in the endothelium, of *Npr1^+/−^* mice than that of WT mice (Figure 3D). Through Western analysis, it was observed that ITGB4 expression was increased in *NPR1*-kncokdown HUVECs (Figure 3E). Furthermore, ITGB4 binds to HLA class I (HLAI) as a complex that strengthens monocyte adhesion via ICAM-1 clustering on endothelial cells by the mTOR signaling pathway [27]. All of the data suggest that NPR1 deficiency promotes the ITGB4 expression level. 

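*Itgb4* (NCBI gene 192897), which encodes the beta 4 subunit of the integrin receptors, lies on chromosome 11 of GRCm38 from 115974709 to 116008412, on the plus strand. In the RNA of whole aortas its FPKM was 2.54, 2.67 and 2.79 in WT 1 to 3 and 9.57, 4.38 and 6.37 in *Npr1+/-* 1 to 3. In normalized CPM, it was 16.5 ± 0.828 (SD, n = 3) in WT and 41.9 ± 17.0 (SD, n = 3) in *Npr1+/-* aortas. Each *Npr1+/-* library was above each WT library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was 1.36 (standard error 0.29), with an unadjusted p of 0.0025 and an adjusted p of 0.999 over all tested genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block, it was 1.28 (standard error 0.22, unadjusted p = 0.000508 and adjusted p = 0.116 from edgeR's quasi-likelihood test). With each library left out in turn, the log2 fold change stayed between 0.98 and 1.59, and was lowest without *Npr1+/-* replicate 1. DESeq2 gave an adjusted p of 0.053 without the block and of 0.000158 with it, the latter in a setting chosen after the data were seen. The endothelial markers were on average 0.60 higher on the log2 scale in *Npr1+/-* aortas, and relative to them *Itgb4* was 0.66 higher, with overlapping groups (exact two-sided permutation test, p = 0.2). The mean of the endothelial markers overlapped between the genotypes as well (exact two-sided permutation test, p = 0.2). Its difference ranged from 0.33 without *Npr1+/-* replicate 1 to 0.77 without WT replicate 1, so that the values relative to it are uncertain. The shares of other cell types were not tested for *Itgb4*.

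The paper reasons from the genes called in the aorta to cell adhesion as a shared process, from the adhesion genes to the focal adhesion pathway, and from the 7 genes of that pathway to *Itgb4* by its place in the gene network (Figure 3C). Together with the protein stainings in the aorta and the blots in HUVECs (Figure 3D,E), the paper proposes that a deficiency of NPR1 promotes the expression of ITGB4.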

### 2.4. NPR1 Suppresses Monocyte–Endothelial Cell Adhesion by Reducing ITGB4 Expression

To verify the above results, we simultaneously knocked down *NPR1* and *ITGB4* in HUVECs. HUVECs were co-transfected with si*NPR1* and si*ITGB4* and then incubated for 48 h. Western analysis showed that the expression levels of NPR1 and ITGB4 were significantly diminished, indicating a high knockdown efficiency (Figure 4A). In these cells, we found that monocyte adhesion to HUVECs was evidently reduced in the presence of si*ITGB4*-1 and si*ITGB4*-2 compared with those exposed to si*NPR1* only, and no differences in endothelial cell density were observed on brightfield and FITC microscopy (Figure 4B), suggesting that decreased monocyte adhesion by the knockdown of *ITGB4* in *NPR1*-deficient cells is not due to a loss of endothelial cells. Moreover, the knockdown of *ITGB4* decreased the expression of ICAM-1 in HUVECs treated with si*NPR1* (Figure 4A). The results demonstrate that NPR1 decreases endothelial cell adhesion by inhibiting ITGB4 and ICAM-1 expression.

### 2.5. Atherosclerosis Mouse Model Exhibits Decreased NPR1 and Increased ITGB4 Expression 

It is known that an increase in monocyte adhesion to the endothelium is an underlying mechanism of atherosclerosis [28]. Thus, we further examined the expression of NPR1 and ITGB4 in the aorta from a mouse model of atherosclerosis. Oil red O staining showed a marked plaque in the aortic root (Figure 5A). Higher ICAM-1 expression was detected in the aortic endothelium from this model (Figure 5B). At mRNA levels, *Npr1* expression was decreased and *Itgb4* expression was increased in the aorta of atherosclerotic mice compared with that of the control mice (Figure 5B). Moreover, the protein expression levels of NPR1 in reduction (Figure 5D) and ITBG4 in augmentation (Figure 5E) were observed in the aortic endothelium of these mice. All of the data suggest that NPR1-ITGB4 may participate in atherosclerosis development. 

## 3. Discussion

Our study shows that *Npr1^+/−^* mice present an increased cell adhesion in the aortic endothelium. The knockdown of *NPR1* in HUVECs promotes monocyte adhesion to endothelial cells, while the overexpression of *NPR1* inhibits monocyte–endothelial cell interaction. Moreover, NPR1 deficiency increases ITGB4 expression in the endothelial cells and endothelium of *Npr1^+/−^* mice. At the cellular level, knockdown of *ITGB4* decreases the adhesion of monocytes to *NPR1*-deficient endothelial cells. Furthermore, the atherosclerosis mouse model displays a decreased NPR1 and an increased ITGB4 expression. These results suggest that NPR1-ITGB4 signaling may modulate endothelial cell adhesion, probably impacting the processes of atherosclerosis. 

NPR1, as the receptor of natriuretic peptides, is responsible for controlling blood pressure and is also involved in inflammatory response [29,30,31,32]. High blood pressure may cause endothelial dysfunction that triggers proinflammatory cytokines, which promotes adhesion molecule expression, thereby inducing vascular inflammation and atherogenesis [33,34]. Our recent study shows that NPR1 deficiency causes endothelial dysfunction marked by augmented interleukin 6 and interleukin 8, elevated reactive oxygen species (ROS) production, and decreased endothelial nitric oxide synthase (eNOS) and nitric oxide (NO) levels in vitro and in vivo [25]. Accumulating evidence indicates that endothelial dysfunction is the feature of atherosclerosis and the interaction of monocytes and endothelial cells is an initiated step of endothelium dysfunction [3]. Adhesion molecules such as ICAM-1 may enable monocyte adhesion to endothelial cells [35]. In the inflamed endothelium, the expression level of ICAM-1 is elevated, which facilitates the formation of atherosclerosis [15,36]. In *Npr1^+/^^−^* mice, we observed an increased ICAM-1 expression in the aortic endothelium. Studies have revealed that ICAM-1 plays a central role in regulating monocyte recruitment to vascular endothelium [37,38]. Monocyte recruitment is pivotal for developing plaques in atherosclerotic mice [39,40,41]. Our data show that the knockdown of NPR1 stimulates monocyte adhesion to vascular endothelial cells, whereas the overexpression of *NPR1* attenuates monocyte–endothelial cell interaction induced by TNF-α. These findings support an essential role of NPR1 in modulating endothelial cell adhesion with monocytes.

Based on RNA-sequencing analysis of the aorta of *Npr1^+/−^* mice, we found that DEGs related to cell adhesion were mainly enriched in the focal adhesion signaling pathway. Among seven genes identified in this pathway, ITGB4 is considered to be a key gene in the signaling network. ITGB4 is a transmembrane receptor and is primarily expressed on the cell membrane of different cell types including endothelial cells, which mediates cell to cell adhesion, migration, and apoptosis [13,42,43,44]. ITGB4 also impacts vascular remodeling by TGF-β cascade [13]. The interaction of ITGB4 cytoplasmic domain and elements at the specific structures facilitates endothelial cell adhesion [45]. Moreover, cell adhesion interaction is governed by N-glycosylation as well as phosphorylation of ITGB4 [46,47]. A mouse model of ITGB4 with deletion of cytoplasmic signaling domain reduces the endothelial inflammatory response induced by mechanical stress [48], while mice with atherosclerotic plaques display an increased ITGB4 [9]. Recently, a study found that the HLA I/ITGB4 complex stabilizes monocyte adhesion via ICAM-1 aggregation on endothelial cells in an mTOR-dependent manner [27]. This evidence indicates that ITGB4 participates in endothelial cell adhesion, inflammation, and atherogenesis. We demonstrate that ITGB4 and ICAM-1 expression is augmented in the aortic endothelium of *Npr1^+/−^* mice and in endothelial cells with *NPR1*-knockdown. Notably, the lack of ITGB4 reduces ICAM-1 expression and prevents monocyte adhesion to *NPR1*-knockdown endothelial cells. These results reveal that the effect of NPR1 on monocyte attachment to endothelial cells may be achieved by controlling ITGB4 expression. 

A previous study has reported that *Npr1* deficiency increases the atherosclerotic plaque area in *Apoe*-knockout mice, indicating that NPR1 exacerbates the progress of atherosclerosis [11]. We also found that NPR1 mRNA and protein expression were decreased in the endothelium of atherosclerotic mice, while ITGB4 expression was elevated. Therefore, it is possible that NPR1-ITGB4 contributes to atherosclerosis by governing monocyte adhesion to the vascular endothelium. In addition, ANP has been found to promote to innate immunity by suppressing the release of proinflammatory factors and inhibiting the expression of adhesion molecules [20,49]. Hence, the ANP–NPR1–ITGB4 signaling axis may became a molecular target in a therapeutic strategy for atherosclerosis. 

## 4. Material and Methods

### 4.1. Cell Culture

HUVECs were freshly isolated from the umbilical cord and identified by endothelial cell markers. HUVECs were maintained in Endothelial Cell Medium (ScienCell, San Diego, CA, USA). Human monocytic cell line (THP-1) (Procell, Wuhan, Hubei, China) was cultured in RPMI-1640 medium (Thermo Fisher Scientific, Waltham, MA, USA) with 10% fetal bovine serum (HyClone, Logan, UT, USA). All cells were kept in an incubator containing 5% CO_2_ at 37 °C. 

### 4.2. Mouse Models

*Npr1^+/−^* mice were established as previously described (Bioraylab, Shanghai, China) [50]. Genotypes were determined by PCR for toe clipping. An atherosclerosis mouse model was generated by placing *Apoe* knockout (*Apoe^−/−^*) mice (8 weeks) (Vital River, Beijng, China) on a high-fat diet for 9 weeks. Wild-type (WT) mice were fed with a high-fat diet as controls. This research recruited male mice only. 

### 4.3. Total RNA Extraction

Cultured cells or mouse tissues were incubated with Trizol reagent (Bmassay, Beijing, China) and centrifuged at 13,000× *g* for 5 min at 4 °C. The supernatant was collected and mixed with chloroform. After centrifugation, RNA in the aqueous phase was precipitated by mixing with isopropanol at −20 °C for 1 h. Then, the RNA pellet was washed twice and resuspended. The sample was centrifuged at 13,000× *g* for 5 min at 4 °C. The dried pellet was dissolved by DEPC-treated water. The quality and quantity of total RNA were assessed using Nano Drop (Thermo Fisher Scientific, Waltham, MA, USA) and Agilent 2100 Bioanalyzer (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.4. Real-Time Quantitative PCR (qPCR)

Total RNA was reverse transcribed into cDNA using a reverse transcriptase kit (Zomanbio, Beijing, China). qPCR was conducted with M5 HiPer Realtime PCR Super mix (Mei5bio, Beijing, China) using qTOWER3 G Real Time PCR Systems (Analytik Jena, Jena, Germany). The primer sequences used in the study are listed below. Mus-Npr1: forward-5′-AGA CGA TGG GCA GGA TAG G-3′, reverse-5′-GGA AGG ATG CTG GGA TGA T-3′; Mus-Itgb4: forward-5′-GTC GCC GTC TGG TAA ACA T-3′, reverse-5′-ACC TGG TCT CCA CGA CTC AC-3′; Mus-Actin: forward-5′-AGA GGG AAA TCG TGC GTG AC-3′, reverse-5′-CAA GAA GGA AGG CTG GAA AA-3′. 

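The primers were matched without mismatches to the GENCODE M21 transcripts of mouse (GRCm38). The *Npr1* pair matched 1 transcript, of *Npr1* itself, with the forward primer in exon 2 at positions 90463832 to 90463850 of chromosome 3 and the reverse primer in exon 4 at positions 90462679 to 90462697, and an amplicon of 179 bp. The *Itgb4* pair matched 8 transcripts, each of *Itgb4*. The forward primer lies at positions 115993418 to 115993436 of chromosome 11 and the reverse primer at positions 115994300 to 115994319, in adjoining exons, and the amplicon is 97 bp. In both pairs the primers therefore lie in different exons, with intron sequence between them in the genome. The actin pair lies within 1 exon of *Actb* on chromosome 5, from 142904345 to 142904532, with an amplicon of 188 bp, and both of its primers also match transcripts of Gm15725 and Lrrc58.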

The Ct values were obtained according to the amplification curve. The relative expression of Npr1 and Itgb4 was calculated by the 2^−ΔΔCt^ method. 

### 4.5. RNA-Sequencing Analysis

The sequencing data were filtered to produce clean reads using SOAPnuke software. The clean reads were mapped and aligned to the reference coding gene set with Bowtie2 (v2.25). The expression level of genes was evaluated by RSEM (V1.2.12). Differential expression analysis was executed by DESeq2 (v1.4.5) with q value ≤ 0.05. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were carried out by over-representation analysis (ORA) in the WEB-based GEne SeT AnaLysis Toolkit (www.webgestalt.org, accessed on 28 October 2021). 

### 4.6. siRNA Transfection

HUVECs (1.2 × 10^5^) were seeded in six-well plate and cultured overnight. After replacing with Opti-MEM (Thermo Fisher Scientific, Waltham, MA, USA), the cells were transfected with siRNA targeting *NPR1* gene using Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA) for 48 h. A non-targeting siRNA was used as a control. The sequences of siRNA were designed and synthesized as follows. Control siRNA: 5′-UUC UCC GAA CGU GUC ACG UTT-3′, si*NPR1*-1: 5′-GCA AAG GCC GAG UUA UCU A-3′, si*NPR1*-2: 5′-CCU AUG AGC AGU UCA ACU U-3′, si*ITGB4*-1: 5′-CCA GGA AGA UCC AUU UCA ATT-3′, si*ITGB4*-2: 5′-GCA CGU GUG AGG AAU GCA ATT-3′. 

### 4.7. Overexpression of NPR1 in Tumor Necrosis Factor-α (TNF-α)-Treated HUVECs

HUVECs were transfected with adenovirus expressing human *NPR1* (ADV-*NPR1*) (Obio, Shanghai, China) for 48 h. Then, the cells were treated with TNF-α at a final concentration of 5 ng/mL (MilliporeSigma, St. Louis, MO, USA) for 24 h and used for additional experiments. 

### 4.8. Immunofluorescent Staining

Frozen sections were fixed with 4% neutral buffered paraformaldehyde (Bmassay, Beijing, China) for 10 min and then blocked with PBST containing 1% BSA for 2 h at room temperature. After blocking, the sections were incubated with primary antibody including NPR1 (1:100, Thermo Fisher Scientific, Waltham, MA, USA), ITGB4 (1:400, Proteintech, Wuhan, Hubei, China), ICAM-1 (1:200, Proteintech, Wuhan, Hubei, China), and CD31 (1:100, R&D, Minneapolis, MN, USA) at 4 °C overnight. Subsequently, the sections were incubated with secondary antibody Cy3-labeled donkey anti-rabbit IgG (1:200, Biolegend. San Diego, CA, USA) or Cy5-affinipure donkey anti-goat IgG (1:200, Jackson ImmunoResearch, West Grove, PA, USA) at room temperature 1 h. The nucleus was stained with Hochest3342 (Beyotime, Shanghai, China). The sections were examined by confocal microscope (Carl Zeiss, Oberkochen, Germany).

### 4.9. Western Blot

Protein from cells was extracted with RIPA buffer (Solarbio, Beijing, China). The sample was loaded onto 12% SDS-PAGE gel for electrophoresis and then transferred onto a PVDF membrane. After blocking by 5% skim milk at room temperature for 2 h, the membrane was incubated with primary antibody targeting NPR1 (1:2000, Thermo Fisher Scientific, Waltham, MA, USA), ITGB4 (1:1000, Proteintech, Wuhan, Hubei, China), ICAM-1 (1:1000, Proteintech, Wuhan, Hubei, China), and GAPDH (1:10,000, Proteintech, Wuhan, Hubei, China) at 4 °C overnight. Afterwards, incubation of secondary antibody HRP goat anti-rabbit IgG (1:10,000, Proteintech, Wuhan, Hubei, China) or HRP goat anti-mouse IgG (1:10,000, Proteintech, Wuhan, Hubei, China) was carried out at room temperature for 2 h. The protein band was detected by Tanon 5200 Chemiluminscent and Fluorescent Imaging System (Tanon, Shanghai, China). 

### 4.10. Monocyte-Endothelial Cell Adhesion Assay

Monocytes (THP-1) were incubated with 10 μmol/L BCECF-AM (Beyotime, Shanghai, China) for 1 h in an incubator with 5% CO_2_ at 37 °C. Then, monocytes were seeded onto HUVECs at a density of 5.0 × 10^6^ cells/mL per well in a 24-well plate. After incubation at 37 °C for 1 h, the non-adherent cells were rinsed off by PBS. The monocyte adhesion to HUVECs was detected by fluorescence microscope (Carl Zeiss, Oberkochen, Germany). 

### 4.11. Oil Red O Staining

The mouse aorta frozen section was fixed with 4% neutral buffered paraformaldehyde (Bmassay, Beijing, China) for 10 min and then rinsed with 60% isopropanol. The section was stained with Oil Red O solution (Beyotime, Shanghai, China) for 15 min. The nucleus was stained with Gill’s hematoxylin (Beyotime, Shanghai, China) for 30 sec. After rinsing with distilled water, the section was mounted in glycerine jelly (Bmassay, Beijing, China).

### 4.12. Measurement of cGMP Production

cGMP concentrations were measured using the Cyclic GMP XP^®^ Assay Kit (CST, Danvers, MA, USA). HUVECs were lysed with 100 µL of lysis buffer. The samples (50 µL) were incubated with 50 µL of cGMP-HRP conjugate for 3 h at room temperature. TMB substrate was then added to the samples for 30 min incubation. After adding the stop solution, the optical density values were determined at 450 nm using SpectraMax i3x (Molecular Devices, San Jose, CA, USA).

### 4.13. Statistical Analysis

All data are presented as the mean ± SD. Statistical analysis was carried out using GraphPad PRISM version 8.4.2 (La Jolla, CA, USA). One-way ANOVA with Dunnett’s multiple comparison was used for three groups and two-tailed Student’s *t*-test was used for two groups. A *p* value < 0.05 indicates statistical significance.

## Figures and Tables

**Figure 1:**
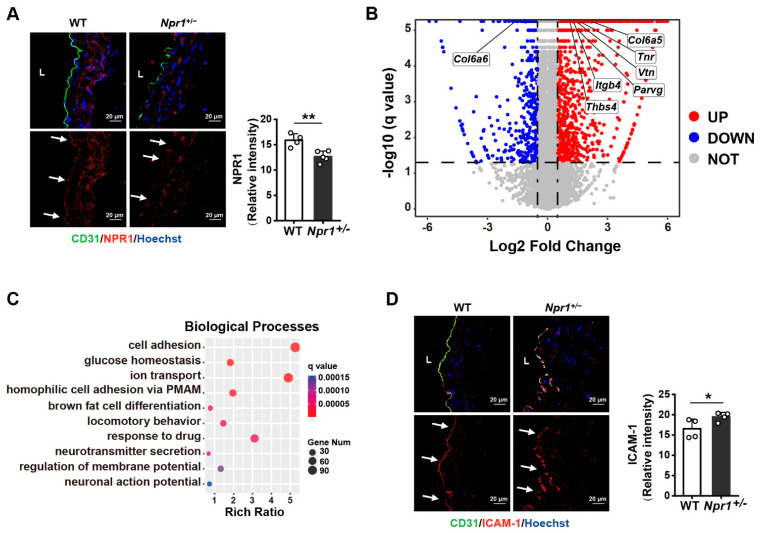
Increased vascular endothelial cell adhesion by *NPR1* deficiency. (**A**) Immunofluorescent staining for NPR1 (red), endothelium (green), and nuclei (blue) in aorta frozen sections from *Npr1*^+/-^ and WT mice. *n* = 4. Scale bar: 20 µm. L: Lumen. Arrows indicate the endothelium. Relative expression levels were calculated according to mean fluorescent intensity. (**B**) Volcano plots of differentially expressed genes in aorta of *Npr1*^+/-^ and WT mice. *n* = 3. |log2 fold change| ≥ 0.5, q value < 0.05. *Col6a6*: collagen type VI alpha 6 chain; *Thbs4*: thrombospondin 4; *Itgb4*: integrin beta 4; *Col6a5*: collagen type VI alpha 5 chain; *Tnr*: tenascin R; *Vtn*: vitronectin; *Parvg*: parvin gamma. (**C**) GO annotation of differentially expressed genes in the aorta of *Npr1*^+/-^ and WT mice. *n* = 3. PMAM: plasma membrane adhesion molecules. Y-axis indicates biological processes and X-axis indicates the rich ratio. The intensity of color and bubble size denote the q value and gene number, respectively. (**D**) Immunofluorescent staining for ICAM-1 (red), endothelium (green), and nuclei (blue) in the aorta of *Npr1*^+/-^ and WT mice. *n* = 4. Scale bar: 20 µm. L: Lumen. Arrows indicate the endothelium. Relative expression levels were calculated according to the mean fluorescent intensity. Data are mean ± S.D. * *p* < 0.05, ** *p* < 0.01.

**Figure 2:**
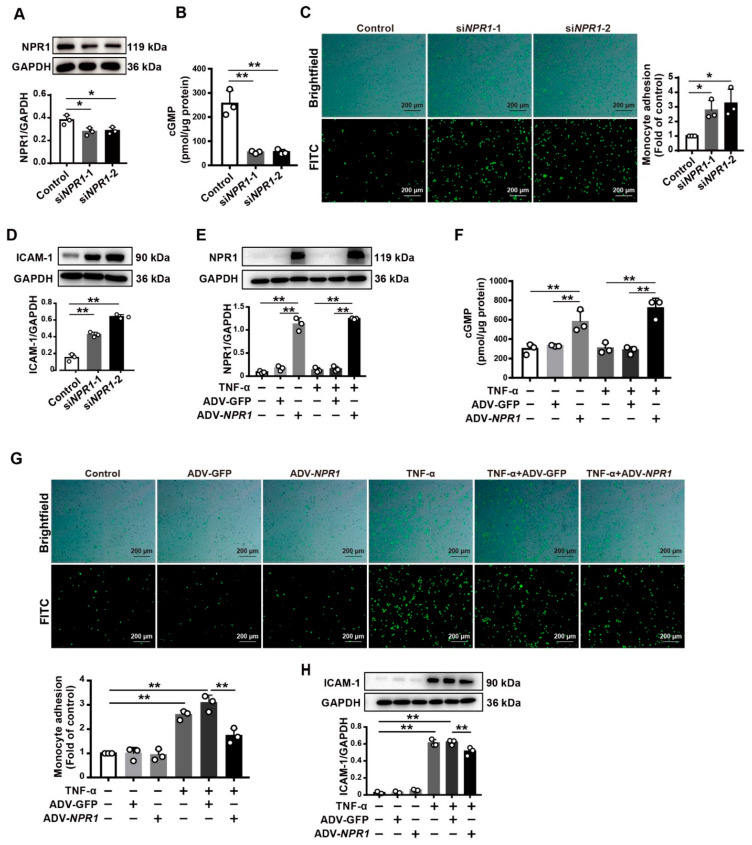
Altered adhesion of monocytes to HUVECs by knockdown or overexpression of *NPR1*. (**A**) Western blotting for NPR1 expression in HUVECs transfected with siRNAs (si*NPR1*-1 and si*NPR1*-2). Quantitative data were analyzed by densitometry. (**B**) Levels of cGMP in HUVECs transfected with siRNAs (si*NPR1*-1 and si*NPR1*-2). (**C**) Monocyte (green)–endothelial cell adhesion assay for HUVECs transfected with si*NPR1*-1 and si*NPR1*-2. Scale bar: 200 µm. Relative adhesion was evaluated by monocyte counts. (**D**) Western blotting for ICAM-1 expression in HUVECs transfected with siRNAs (si*NPR1*-1 and si*NPR1*-2). Quantitative data were analyzed by densitometry. (**E**) Overexpression of *NPR1* in HUVECs treated with TNF-α or GFP as a control. (**F**) Levels of cGMP in HUVECs transfected with overexpression *NPR1*. (**G**) Monocyte (green)–endothelial cell adhesion assay for TNF-α-treated HUVECs with overexpressed *NPR1*. Relative adhesion was evaluated by monocyte counts. Scale bar: 200 µm. (**H**) Western blotting for ICAM-1 expression in HUVECs transfected with overexpression of *NPR1*. Quantitative data were analyzed by densitometry. Data are mean ± S.D. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
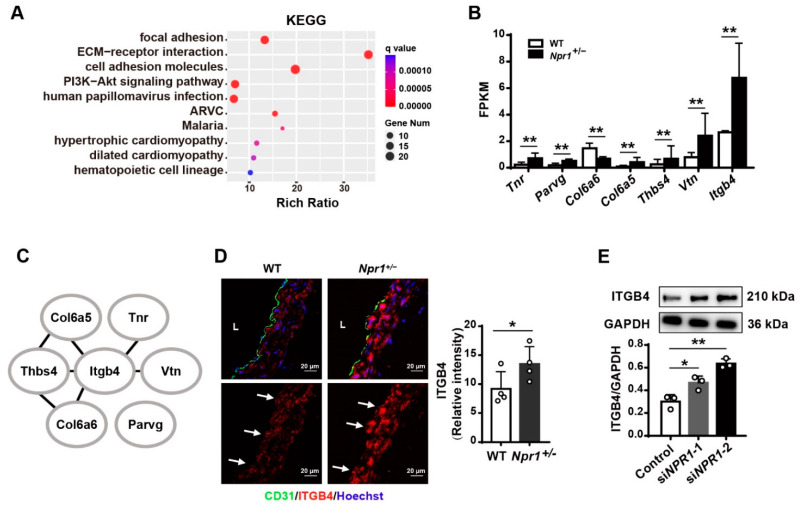
Identification of *Itgb4* in the aorta of *Npr1*^+/-^ mice and in *NPR1*-knockdown HUVECs. (**A**) KEGG enrichment of genes related to cell adhesion. ARVC: arrhythmogenic right ventricular cardiomyopathy. Y-axis represents pathways and X-axis represents the rich ratio. The intensity of color and bubble size indicate the q value and gene number, respectively. (**B**) mRNA expression of focal adhesion-related genes in the aorta of *Npr1*^+/-^ and WT mice. (**C**) A gene interaction network for targeted genes related to focal adhesion in the aorta of *Npr1*^+/-^ mice. (**D**) Immunofluorescent staining for ITGB4 (red), endothelium (green), and nuclei (blue) in the aorta of *Npr1*^+/-^ and WT mice. *n* = 4. Scale bar: 20 µm. L: Lumen. Arrows indicate the endothelium. Relative ITGB4 levels were evaluated based on the mean fluorescent intensity. (**E**) Western blot analysis for ITGB4 expression in *NPR1*-knockdown HUVECs. Data are mean ± S.D. * *p* < 0.05, ** *p* < 0.01 vs. WT or control.

**Figure 4:**
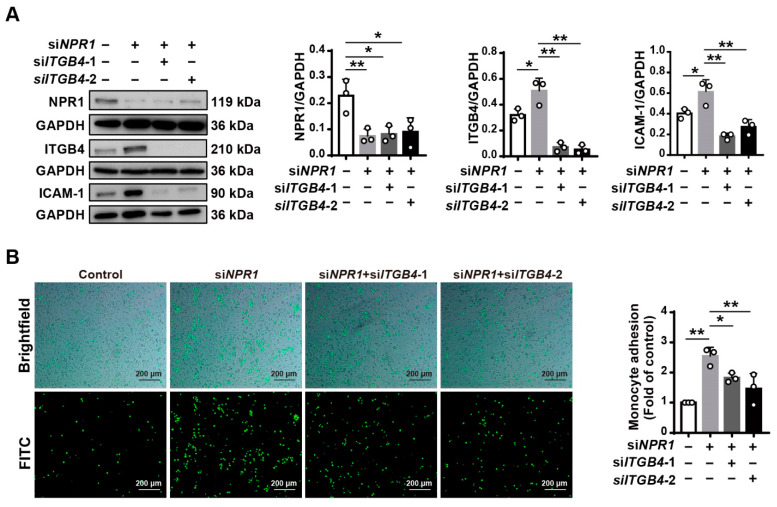
Decreased cell adhesion induced by NPR1 inhibition in *ITGB4*-knockdown HUVECs. (**A**) Western blot analysis for NPR1, ITGB4, and ICAM-1 expression in HUVECs treated with si*NPR1* and followed by transfection with si*ITGB4*-1 and si*ITGB4*-2. Analysis of endogenous NPR1 and ITGB4 levels, normalized to GAPDH, by densitometry, respectively. (**B**) Monocyte (green)–endothelial adhesion assay of HUVEC treated with si*NPR1* and followed by transfection with si*ITGB4*-1 and si*ITGB4*-2. Scale bar: 200 µm. Data are mean ± S.D. * *p* < 0.05, ** *p* < 0.01.

**Figure 5:**
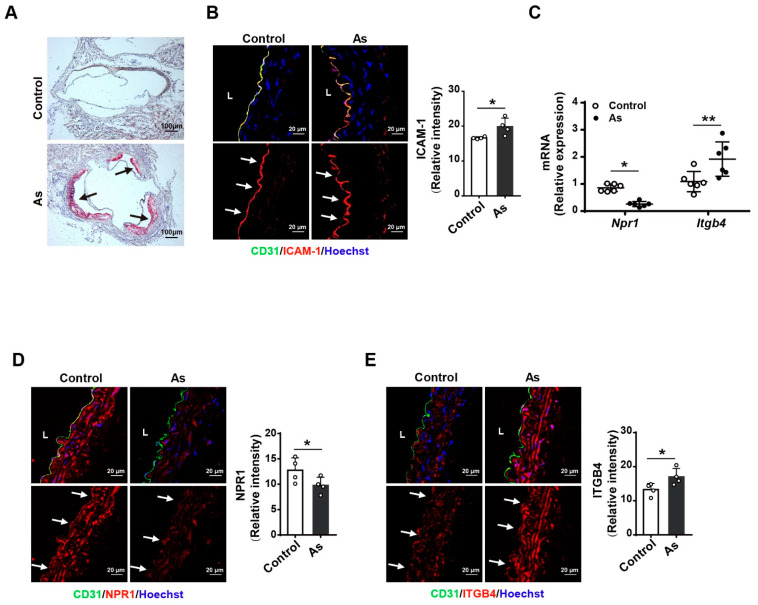
NPR1 and ITGB4 expression in the aorta from a mouse model of atherosclerosis (As). (**A**) Oil red O staining of mouse aortic root in the As model. Scale bar: 100 µm. (**B**) Immunofluorescent staining for ICAM-1 (red), endothelium (green), and nuclei (blue) in aorta frozen sections from the mouse model of As. *n* = 4. Scale bar: 20 µm. L: Lumen. Arrows indicate the endothelium. Relative expression levels were calculated according to the mean fluorescent intensity. (**C**) qPCR for *Npr1* and *Itgb4* mRNA expression in mouse aorta from the As model. (**D**, **E**) Immunofluorescent staining for NPR1 (red), ITGB4 (red), endothelium (green), and nuclei (blue) in aorta frozen sections from the mouse model of As. *n* = 4. Scale bar: 20 µm. L: Lumen. Arrows indicate the endothelium. Relative expression levels were calculated according to the mean fluorescent intensity. Data are mean ± S.D. * *p* < 0.05, ** *p* < 0.01 vs. WT.

## Data Availability

The RNAseq dataset in this study is available at NCBI’s Gene Expression Omnibus with accession number of GSE215215.

## Abbreviations

NPR1	natriuretic peptide receptor 1
ICAM-1	intercellular adhesion molecule 1
ITGB4	integrin beta 4
ANP	atrial natriuretic peptide
cGMP	cyclic guanosine monophosphate
TNF-α	tumor necrosis factor-α
Tnr	tenascin R
Parvg	parvin gamma
Col6a6	collagen type VI alpha 6 chain
Col6a5	collagen type VI alpha 5 chain
Thbs4	thrombospondin 4
Vtn	vitronectin

How the deposited data were processed for this re-analysis (not part of the article)

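RNA of whole aortas was sequenced in 3 libraries of WT and 3 libraries of *Npr1+/-* male mice. The authors filtered the reads with SOAPnuke, aligned them to a reference set of coding genes with Bowtie2 and estimated the expression of each gene with RSEM, and the estimated counts were deposited for 18191 genes without normalization. The authors also deposited the FPKM of the same genes, which RSEM scales by the length of the transcripts and the size of the library. The genome build and the release of the gene set are not named in the paper's text. The genes carry NCBI identifiers, and 18070 of them were paired with a symbol from the annotation of GRCm38. Coordinates of genes are those of GENCODE M21 on GRCm38. Which library belongs to which genotype and replicate was taken from the sample labels, which number the libraries of each genotype from 1 to 3. The pairing of libraries by replicate number rests on these labels alone. Values were used from the columns of the 6 libraries. The FPKM means of the 7 genes in Figure 3B were compared with the plotted bars, and none of them was more than 1.5 times the bar read by eye. The authors' means of each genotype were not used here.

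The estimated counts were rounded to whole numbers. The comparison of *Npr1+/-* with WT used R 4.3.3 and edgeR 4.0.16 with TMM normalization, its filter on low counts with a minimum count of 10 and its quasi-likelihood test, followed by Benjamini-Hochberg adjustment over the 13938 genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5, the thresholds of the paper, or of at least 1 for the focal adhesion genes. Log2 CPM values used a prior count of 2. Called genes were tested for enrichment in Reactome sets of 10 to 500 genes, from the mouse sets of fgsea 1.28.0, by a one-sided Fisher's exact test with the tested genes that belong to at least 1 set as background, and in 12 families of gene symbols with all tested genes as background. The ranking of all tested genes was compared with the same sets by camera of limma 3.58.1, with an assumed correlation between genes of 0.01. Marker genes of 16 cell types were averaged on the log2 scale and compared by exact two-sided permutation tests, which cannot give a p under 0.1 with 3 libraries against 3. GC content and length were known for 98.4% of the tested genes.

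The comparisons were tried with DESeq2 1.42.0 in place of edgeR, with the size factors of DESeq2 in place of TMM, without a filter on low counts, with limma on log2(FPKM + 0.1) of genes with a mean FPKM of at least 0.1, with the replicate number as a block, with other thresholds, and without each library in turn. Summed counts, DESeq2 with the replicate block, limma-voom, the differences of marker scores within pairs and the alternatives of camera were added after seeing the data. Summed counts were tried in 6 versions after the calls of edgeR and DESeq2 and the paper's number were known, with and without the filter on low counts and with an exact Poisson test or a dispersion of 0.001 or 0.01. The version without the filter and with the Poisson test was kept from among them, and is the one meant by summed counts where no other is named. The genes named in the text are those the paper names for the aorta or discusses, the 5 called genes with the largest change in each direction (of which there were none), *Ddx3y* and *Xist* as a check of sex, and marker genes where their list is reported. *Xist* was not analysed here. *Pkn3* and the copies of Ccl21 were singled out after their values were seen. After a first look at the fits of the real counts, the tests were checked on simulated counts with the means and the spread of the real libraries, in which 200 genes were changed by 4-fold or 8-fold, so that the shares below do not cover smaller changes. Of these, edgeR called 170, with 13 false calls among 13788 genes tested, and it made 0 calls when no gene was changed. With the replicate block it called 162, with 11 false calls. DESeq2 called 187, with 62 false calls among 13933 genes, and made 29 calls when no gene was changed. With a dispersion of 0.05 for every gene in place of the spread of the real libraries, the calls with no gene changed were 0 for edgeR, 0 for DESeq2 and 990 for summed counts. The exact Poisson test of summed counts called 200, with 1757 false calls among 13938 genes, and made 1770 calls when no gene was changed. Camera ranked a shifted set first, and called 0 of 855 sets when no gene was changed. The simulated counts are described by means and spread alone, so that this does not cover false calls from correlation between genes. When the real libraries were regrouped in other ways that part all same-numbered pairs, camera called up to 35 sets, and up to 67 with the replicate block.

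The total of estimated counts per library lay between 13510970 and 16664343, with a median of 15854447 in WT and 15316466 in *Npr1+/-* aortas. A gene with fewer than 3 counts in a library was taken as at the floor, and such floors cover counting error only. The libraries of 1 genotype differed by more than counting error in each pair, with a chi-square per degree of freedom between 17.5 and 199, so that each was counted as 1 replicate. The annotation of genes to Gene Ontology terms and KEGG pathways, the gene network and the protein and cell experiments were not analysed here.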

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

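The test of attached nervous tissue and the check of identical counts in the copies of Ccl21 were chosen only after the results were seen. The test of the receptor set without these copies was likewise set only after the copies had been singled out.

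Marker genes of neurons, which the paper does not discuss for the aorta, were high in the library *Npr1+/-* 1. The mean log2 CPM over 11 genes was 5.11 there, against -1.06, -1.04 and -1.07 in WT 1 to 3 and at most -0.45 in *Npr1+/-* 2 and 3. *Th* had 987 counts in that library, 2 and 0 in *Npr1+/-* 2 and 3 and 0 in each WT library, and *Dbh* had 1856 counts against 9 and 0 in *Npr1+/-* 2 and 3 and 1 in each WT library. All 11 genes were highest in that library. A candidate explanation is nervous tissue, such as a sympathetic ganglion, attached to that aorta. If so, the other *Npr1+/-* libraries would lie within the WT range. Their mean was 0.33 above that of WT, a small part of the excess in the first library but above each WT library, so that the test did not come out clearly either way for this small part. The excess itself was in 1 of the 3 *Npr1+/-* libraries, and the low counts in the other two go against a difference of that size shared by the genotype. The library had 14459805 counts, within the range of the others, so that depth does not account for the excess.

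*Pkn3*, a protein kinase gene that the paper does not discuss, had the smallest p of the genes tested, with 281, 291 and 364 counts in WT 1 to 3 and 676, 710 and 761 in *Npr1+/-* 1 to 3. Its log2 fold change was 1.21 (adjusted p = 0.592 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0664 with the replicate block and 1.02e-08 from DESeq2). It was higher in 3 of 3 *Npr1+/-* libraries. It was singled out as the gene with the smallest p after its values were seen. In simulated counts with the spread of the real libraries and no changed gene, DESeq2 made 29 calls with an adjusted p down to 3.22e-12, so that its call may be one made without a difference. With a dispersion of 0.05 for every gene it made 0 calls, with a smallest adjusted p of 0.152 from DESeq2, so that this depends on the spread assumed. No other explanation was tested for this gene.

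*Ccl21d* had 0 counts in each WT library and 18, 55 and 18 counts in *Npr1+/-* 1 to 3, and *Ccl21c*, *Gm13304* and *Gm10591* had identical counts. The 4 copies held 1 distinct set of counts, so that they are 1 measurement. A candidate explanation of the 4 calls is a single source of reads shared between near-identical copies. It was not tested independently, since the number of distinct sets only restates that the counts are identical. *Ccl21a*, a further copy, was present in WT at 30.9, 27.6 and 11.9 CPM. The strain background of the libraries was not tested, and a difference in the copies of Ccl21 between strains cannot be told apart from an effect of the genotype. The set of rhodopsin-like receptors contains the 4 copies. Without them its adjusted p from limma's camera was 0.000455, against 2.73e-06 with them, so that the copies do not fully account for that set.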

How the results depend on the processing

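The alternatives were chosen before the data were examined, except summed counts in 6 versions, limma-voom, DESeq2 with the replicate block, the pairs of marker scores and those of the camera test, which were chosen after seeing the data. The alternatives for FPKM in place of counts (another pseudocount, filter or scaling) were not run, since counts were given.

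The number of called genes was 0 with edgeR (412 genes at an unadjusted p under 0.05) and stayed at 0 with DESeq2's size factors, without a filter on low counts, with limma on FPKM, with the replicate block (1735 genes at an unadjusted p under 0.05), with both other thresholds and without each library in turn (from 194 to 865 genes at an unadjusted p under 0.05). With DESeq2 it was 15, of which 14 were higher and 1 was lower in *Npr1+/-* aortas, and 4 Reactome sets and 1 gene family were enriched. DESeq2 with the replicate block called 268 genes, 177 higher and 91 lower, among them 2 of the focal adhesion genes, with 8 enriched Reactome sets, 2 adhesion sets and 2 families. Summed counts gave 2035 genes, 1451 higher and 584 lower, all 7 focal adhesion genes, 18 Reactome sets, 2 adhesion sets and 7 families. The 5 other versions of summed counts that were tried gave 1519 genes with the filter on low counts, 1899 at a dispersion of 0.001 (1471 with the filter) and 1037 at a dispersion of 0.01 (705 with the filter), with 7 focal adhesion genes without the filter and 6 with it. Limma-voom called 0 genes (384 at an unadjusted p under 0.05) and 0 focal adhesion genes. Without *Npr1+/-* 1 the exact Poisson test of summed counts without the filter gave 16 Reactome sets, 1 adhesion set and 2 families, and across the 6 fits that each left out one library from 1172 to 3363 genes. The 1172 genes without *Npr1+/-* 1 were 555 higher and 617 lower. Adjusting over the list of focal adhesion genes alone called 4 of them. In place of the 0 sets from called genes, camera gave 47 Reactome sets and 3 adhesion sets. A different background and a split of the called genes by direction could not change the 0 sets, since 0 genes were called. In simulated counts with no changed gene, summed counts made 1770 calls and DESeq2 made 29, and for the other changes the cause was not tested.

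The log2 fold changes of *Npr1* and *Itgb4* kept their direction in each alternative run. That of *Npr1* ranged from -0.60 to -0.22 and that of *Itgb4* from 0.98 to 1.59 across the fits that each left out one library. *Npr1* passed the threshold on the adjusted p, but not that on the fold change, with summed counts (-0.43), and *Itgb4* passed both with summed counts (1.31) and with DESeq2 and the replicate block (1.28). With the replicate block in edgeR, they were -0.44 and 1.28 and did not pass.

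The number of camera sets was 47 with 3 adhesion sets, and 88 with 5 under the replicate block, 84 with 5 under the replicate block with GC and length correction, and 21 without a filter on low counts. Across the 6 fits that each left out one library it ranged from 9 to 115 sets and from 0 to 5 adhesion sets, with 0 adhesion sets without *Npr1+/-* replicate 1 and without WT replicate 2 or 3. Of the 47 sets, 5 were also called without *Npr1+/-* replicate 1, 7 without WT replicate 3, 10 without WT replicate 2, 36 without *Npr1+/-* replicate 2 and 47 without WT replicate 1 and without *Npr1+/-* replicate 3. The cause was not tested.

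Some gene sets changed direction. The citric acid cycle and respiratory electron transport was higher in *Npr1+/-* aortas (adjusted p = 0.0205 from limma's camera) and lower without WT replicate 2 (0.883) and without *Npr1+/-* replicate 1 (0.124), and ranged from 8.04e-19 to 0.883 across the fits that each left out one library. The citric acid cycle set did not pass the threshold with GC and length correction (0.219) or without a filter on low counts (0.0715). It passed with the replicate block (2.06e-11) and with the block and the correction together (5.58e-09), each an adjusted p from limma's camera. The difference in the brown adipocyte score also changed sign without WT replicate 2 and without *Npr1+/-* replicate 1, so that attached fat is not excluded for this set. The other sets that changed direction did not pass the threshold with all libraries and no block. Under the replicate block these were cell junction organization (adjusted p from limma's camera 0.984, and 0.976 with GC and length correction), L1CAM interactions (0.994), potassium channels (0.998) and muscle contraction (0.801, and 0.556 with GC and length correction). Muscle contraction also changed direction without a filter (0.974) and with GC and length correction alone (0.978). Across the fits that each left out one library, the adjusted p ranged from 0.106 to 0.992 for laminin interactions, from 0.0161 to 0.992 for cell-extracellular matrix interactions, from 0.573 to 0.934 for cell junction organization, from 0.492 to 0.999 for cell-cell junction organization, from 0.633 to 0.992 for adherens junctions, from 0.6802 to 0.999 for L1CAM interactions, from 0.442 to 0.964 for the neuronal system and from 0.00483 to 0.850 for muscle contraction, each with a change of direction in at least 1 fit. The log2 fold change of *Apoe* ranged from -0.17 to 0.94 and that of *Ddx3y* from -0.17 to 0.0276. The cause was not tested.

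Of the 16 cell types, 1 had marker scores without overlap between the genotypes, 2 had with the median over the list, and from 1 to 5 had across the fits that each left out one library. Within the pairs of libraries with the same replicate number, a comparison added after the scores were seen, 6 of the 16 scores differed with one sign in all 3 pairs, where chance gives 4. Those of adipocytes, cardiac muscle, neurons and endothelial cells were higher and those of vascular smooth muscle and chondrocytes were lower in *Npr1+/-* aortas. Over 24 results for single genes and sets, those above that changed direction included, 284 comparisons with an alternative gave 223 on the same side of the threshold, 13 weaker, 23 stronger and 25 reversed. Over the 16 differences in marker scores, 111 of 112 comparisons moved by less than 1 SD between libraries, and the sign changed in 13 of the 112, for 7 cell types, among them vascular smooth muscle without *Npr1+/-* replicate 1 (from -0.35 to 0.0925). The depth limits *Il6*, which had at most 1 count in any library. *Thbs4*, which did not pass edgeR's filter on low counts, had 35 counts in WT 2, 84 in *Npr1+/-* 1 and from 1 to 8 in the other libraries.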

Differences from the paper's values

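The paper's number of differentially expressed genes is 2184, and 0 were called here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the same thresholds (412 genes had an unadjusted p under 0.05). DESeq2, in a later version than the one the paper names, called 15. With DESeq2's size factors, without a filter on low counts, with limma on FPKM, with the replicate block, with either other threshold and without each library in turn, 0 were called, so that none of the alternatives set before the data were examined closed the gap. Of the alternatives chosen after seeing the values, DESeq2 with the replicate block called 268 genes, and the exact Poisson test of counts summed over the libraries of each genotype called 2035, which is within 1.5 times the paper's number. This was 1 of 6 versions of summed counts that were tried after the values and the paper's number were seen, and it was kept from among them. Of the 5 others, also chosen after seeing the values, those with 1519 genes (with the filter on low counts), 1899 (dispersion of 0.001) and 1471 (dispersion of 0.001 with the filter) are within 1.5 times the paper's number as well, and those with 1037 (dispersion of 0.01) and 705 (dispersion of 0.01 with the filter) are not. Limma-voom, also chosen after seeing the values, called 0. The fold change alone, from the mean FPKM of each genotype and without a test, was past the threshold for 4955 genes. Without each library in turn, the summed counts gave from 1172 to 3363 genes.

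The paper called 7 focal adhesion genes, and 0 of them were called here over all tested genes. Adjusted over the list alone, 4 were called, which were *Itgb4*, *Col6a6*, *Vtn* and *Parvg*. Of the alternatives set before the data were examined, DESeq2, its size factors, no filter, limma on FPKM, the replicate block and the fits without each library called 0. Of those chosen after seeing the values, DESeq2 with the replicate block called *Itgb4* and *Tnr*, limma-voom called 0, and summed counts called all 7 in the 3 versions without the filter and 6 in the 3 with it, where *Thbs4* was not tested.

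The paper's figures mark a difference between genotypes for each of the 7 genes. The libraries of the genotypes overlapped for *Tnr*, *Col6a5* and *Thbs4*, with exact two-sided permutation p of 0.2, 0.2 and 0.5, a test that leaves out the replicate number. *Tnr* and *Col6a5* were higher in the *Npr1+/-* library of 3 of 3 pairs with the same number, with unadjusted p of 0.00645 and 0.0135 and adjusted p of 0.210 and 0.264 from edgeR's quasi-likelihood test with the replicate block, and DESeq2 with the block, chosen after seeing the values, called *Tnr* (adjusted p = 0.0198 from DESeq2). The paper ranks cell adhesion among the leading processes of its called genes and focal adhesion first among the pathways of the adhesion genes. Here no adhesion set could be enriched among the genes called by edgeR, since 0 genes were called. The genes called by DESeq2 gave 4 enriched Reactome sets and 0 enriched adhesion sets. Those called by DESeq2 with the replicate block, chosen after seeing the values, gave 8 enriched Reactome sets and 2 enriched adhesion sets. By camera, 3 adhesion sets were lower in *Npr1+/-* aortas, 5 with the replicate block, and 0 were called without *Npr1+/-* replicate 1, WT replicate 2 or WT replicate 3. Among the genes called from summed counts, which leave out the spread between mice, 2 were enriched, extracellular matrix organization and L1CAM interactions (adjusted p = 0.0436 and 0.0355 by Fisher's exact test). Without *Npr1+/-* 1 neither was (0.367 and 1), and integrin cell surface interactions was (0.0107).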

Other observations

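The tests of splits of the libraries and of GC content and length were set before their results were seen, and the others below were chosen only after the result was seen.

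The 6 libraries can be split into 2 groups of 3 in 10 ways, of which 4, the real split included, part all 3 pairs with the same replicate number. Each of the other 6 parts 1 pair, and 4 of these put both libraries numbered 1 in the same group. The edgeR test called 0 genes in 4 of the 4 splits that part all pairs. In 1 of these 4 splits, the real one, DESeq2 called as many as 15 genes (at most 2 in the others), DESeq2 with the replicate block 268 (at most 16), camera 47 sets (at most 35) and camera with the replicate block 88 sets (at most 67). The same 1 of 4 held for 412 genes at an unadjusted p under 0.05 (at most 372), for 1735 with the replicate block (at most 834) and for the 2035 genes from summed counts (at most 1629). Neither 4 nor 10 splits can give a share under 0.05, so that an arbitrary grouping cannot be excluded. Among the other 6 splits, DESeq2 called up to 721 genes and summed counts up to 4162, in splits that group the libraries numbered 1 together, and of all 10 splits 5 gave at least 2035 genes from summed counts and 4 gave at least 15 from DESeq2.

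Both libraries numbered 1 stood apart on the first principal component. More brown fat attached to these aortas is a candidate explanation, since the lower of their brown adipocyte scores was 1.54 above the highest other score on the log2 scale. More blood in them is another, since the erythroid score was 2.32 above the highest other. Both explanations remain, they do not exclude each other, and neither was tested independently of these libraries. A library batch is not given in the labels and cannot be told apart from them.

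The number of genes called from summed counts may come from leaving the spread between mice out of the test. Simulated counts with the spread of the real libraries and no changed gene gave 1770 such calls among 13938 genes, against 1519 in the real data with the filter, among as many genes, and 2035 without it, among 18113 genes. The simulated counts had no shift shared by the libraries numbered 1, so that 1770 is no exact measure of the calls made without a difference. Other splits of the real libraries that part all same-numbered pairs gave at most 1629 calls without the filter. The simulation does not show which test the paper used. The library *Npr1+/-* 1, with its neuron markers, may account for many of these calls, since 34.4% of them (700 genes) remained without it, while between 67.9% and 90.2% remained without any one of the other libraries. Of the 2035 genes, 528 (25.9%) had no overlap between genotypes. They were selected for a difference between the genotypes, which raises this share, so that the 10% that chance gives for unselected genes is no measure for it. For DESeq2, simulated counts with no changed gene gave 29 calls, against 15 in the real data, so that these calls may include ones made without a difference, and 0 with a dispersion of 0.05 for every gene. With the replicate block they gave 46, against 268 in the real data, but the simulated counts had no effect of the replicate number, so that this comparison leaves the question open.

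The set of extracellular matrix organization was lower in *Npr1+/-* aortas by camera. A bias of GC content or gene length is unlikely to account for all of it, since its adjusted p from limma's camera was 0.0364 after the trend on both was removed and 0.00417 in the fit with the replicate block. Over all alternatives it ranged from 0.000372 to 0.886, the highest without *Npr1+/-* replicate 1. It also did not pass the threshold without WT replicate 2 (0.266), without WT replicate 3 (0.136) and without a filter on low counts (0.0786), so that the instability is not confined to 1 library. A difference in the tissue of *Npr1+/-* 1, in which the score of vascular smooth muscle was 10.4 against at least 11.1 in the other 5, is not excluded.

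The RNA of *Icam1*, whose protein the paper stained in the aortic endothelium, was 23.6 ± 4.45 CPM (SD, n = 3) in WT and 35.9 ± 5.23 CPM (SD, n = 3) in *Npr1+/-* aortas, a log2 fold change of 0.62 (adjusted p = 0.999 from edgeR's quasi-likelihood test, 0.121 with the replicate block, and between 3.89e-26 with summed counts and 1 over all alternatives), and it was higher in 3 of 3 libraries. A larger share of endothelial RNA per aorta is a candidate explanation, since relative to the mean of the endothelial markers the difference was 0.0126, with overlapping groups. For *Itgb4* it was 0.66 relative to the markers, with overlapping groups (exact two-sided permutation test, p = 0.2). *Nos3*, the gene of endothelial nitric oxide synthase, had a log2 fold change of 1.19 (adjusted p = 0.999 from edgeR's quasi-likelihood test, 0.0743 with the replicate block, 0.000891 from DESeq2, and between 4.48e-276 with summed counts and 1 over all alternatives), higher in 3 of 3 libraries, and 0.59 remained relative to the markers, without overlap (exact two-sided permutation test, p = 0.1, the smallest possible). For *Itgb4* and *Nos3* a larger endothelial share may account for a part of the difference. The part that remained for *Nos3* was positive in 3 of 3 pairs with the same replicate number, which goes against the endothelial share, as these markers measure it, as the account of all of the difference. For *Itgb4* the part that remained was positive in the pairs numbered 1 and 3 only. In the pair numbered 2 *Itgb4* relative to the markers was -1.48 in *Npr1+/-* 2 and -1.40 in WT 2, so that the question stays open for *Itgb4*. The shares of other cell types were not tested for these genes. In *Npr1+/-* 1, where *Itgb4* was highest, the Schwann cell and mesothelial scores were also highest (3.73 and 0.729). Both scores overlapped between the genotypes. *Il6* had at most 0.0744 CPM in any library, below the floor.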
